A study of Danio rerio with 6 samples.

How the data were processed

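Open chromatin was profiled by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into accessible DNA. The 6 libraries came from GFP-positive cells sorted from zebrafish larvae of strain AB at 5 days after fertilisation, labelled as cardiomyocytes. Per the labels' protocols, cells were lysed and tagmented and each library received 15 cycles of PCR. There were 3 control and 3 wt1b-overexpressing libraries, and each was assigned to its group and replicate number by its title.

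The deposited files were lists of peaks, 1 list per library, so replicates had not been pooled. Each list held 6 columns without a header: the sequence, start, end, a peak name, a score and an empty strand. The peak caller, aligner, genome build and filters are not named in the labels. The score was a whole number that the authors' peak caller gave to each peak. It ranged from 187 to 1000 over the 6 deposited lists and was limited to 1000, a value held by 20.7% to 42.8% of the peaks of a list. Among peaks under this limit, the score multiplied by the width and divided by 1000 was never below 199.798 in any list, and every peak narrower than 200 bp had the limiting score. The lists therefore held only peaks above a minimum area, and the true strength of a peak at the limit was not recorded. Scores were used only to rank peaks within their own list. Peaks within a list did not overlap, and no list held a mitochondrial peak. Read counts and sequencing depth were not in the files used here, so the depth behind each list is unknown. Intervals on shares of peaks are exact Clopper-Pearson 95% intervals, which cover the counting error of peaks only.

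Positions are given as in the files, converted to count from 1, and the genome build is unstated. No genome sequence or gene annotation in these coordinates was used here. Of the 15 results planned before the data were examined, 8 needed one and were not run: the promoter shares in full and shortened lists, GC content, the gene lists and the motifs (both per library and in group-specific regions), and the peaks at wt1b and myl7. The other 7 planned results were run. The plan had also expected columns for fold enrichment, significance and summits. In their place, peaks were ranked by score with wider peaks first among ties, and peak centres were used for summits.

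The main results used the 25 nuclear chromosomes, and peaks overlapped if they shared at least 1 bp. Because list lengths differed, comparisons were made on the full lists and on lists of equal size, in which each list was reduced to its strongest 4091 peaks, the length of the shortest list. This kept 13.7% to 17.5% of each control list, 43.9% of the list of wt1b replicate 1, 99.2% of that of replicate 2 and 100% of that of replicate 3. Every peak kept in the control lists had the limiting score of 1000, so these peaks were in effect chosen by width among the peaks at the limit. In the wt1b lists the lowest score kept was 984, 343 and 239 in replicates 1, 2 and 3. The similarity of a pair of lists was the Jaccard index, the base pairs shared by both divided by the base pairs covered by either. Under the rule of reciprocal overlap the index counted peaks in place of base pairs, so that alternative also changes the measure. Peaks of all libraries that overlapped were merged into regions, and a region was group-specific if it was called in all 3 libraries of a group and in none of the other. Named regions were chosen by a rule fixed with the plan: in each direction, the 5 group-specific regions of the equal-size lists with the best mean rank.

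Per-library values were compared by exact two-sided permutation tests of the difference of means, for which 3 libraries against 3 allow no p-value under 0.1. The similarity of libraries within against between groups was tested one-sided over all 10 splits of the 6 libraries. A single region called in 3 of 3 against 0 of 3 libraries has a Fisher's exact p of 0.1, so no region was tested on its own. Overlap expected by chance was measured by rotating each library's peaks along their chromosomes by 100 random offsets. No replicate list duplicated another, since at most 67.5% of the peaks of a list were found in another list of its group.

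Alternatives covered the use of all sequences, the stronger 50% of each list, shorter and randomly drawn lists, other rules of overlap and ranking, the replicate number as a block, and the omission of each library in turn. Counting functions were compared with bedtools 2.31.1 and gave equal results in 3 of 3 checks. On simulated lists of the real lengths with 200 planted regions per group, 100% of the planted regions were recovered in the comparison of 3 simulated control with 3 simulated wt1b lists, among 89505 regions of full lists and 13746 regions of equal-size lists. Planted peaks had the limiting score in every list of their group, and well-separated private peaks scored lower. Full recovery was thus built in: it checks the counting and says nothing about sensitivity in the real lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.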

Results

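Chromatin accessibility was compared between cardiomyocytes that overexpressed wt1b and control cardiomyocytes. wt1b is a zebrafish gene for the WT1 zinc-finger transcription factor. In both transgenic lines, the yeast activator Gal4 was produced under the promoter of the heart muscle gene myl7. Gal4 switched on a second transgene through its UAS binding sites. This second transgene carried GFP together with wt1b in the experimental line and with the red fluorescent protein RFP in the control line. GFP-positive cells were sorted from larvae at 5 days after fertilisation, and 3 libraries were made per line. The comparison asked which parts of the genome differed in accessibility when wt1b was forced on in heart muscle cells. Peaks called by the authors in each library were the only measurement analysed, and the read depth behind them is unknown.

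The 3 control lists held 29887, 29561 and 23334 peaks on the 25 chromosomes, and the 3 wt1b lists held 9310, 4122 and 4091. The mean was 27594 ± 3693 peaks (SD, n = 3) in control and 5841 ± 3004 (SD, n = 3) in wt1b libraries, a 4.72-fold difference. All control lists were longer than all wt1b lists. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. The alternative that moved this difference most, apart from the omission of libraries, was the use of the stronger 50% of each list, which changed it from -21753 to -10876 peaks by shortening every list alike. Peaks covered 12.2 ± 0.863 Mb (SD, n = 3) in control and 2.71 ± 1.35 Mb (SD, n = 3) in wt1b libraries, again without overlap of the groups (exact permutation p = 0.1). The median peak width was 414 ± 46.0 bp (SD, n = 3) in control and 428 ± 17.3 bp (SD, n = 3) in wt1b libraries, a difference smaller than the spread between control replicates (exact permutation p = 0.7). In the stronger 50% of each list the width difference was 47 bp (exact permutation p = 0.2), against 13.7 bp in full lists. Without control replicate 2 it reversed to -9 bp.

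Most control peaks were seen in a single library. In control replicates 1, 2 and 3, 75.4%, 65.0% and 59.6% of the peaks overlapped no peak of any other library, against 24.4%, 15.0% and 13.8% in wt1b replicates 1, 2 and 3. Peaks that overlapped a peak of another library numbered 9037 ± 1533 (SD, n = 3) per control list and 4688 ± 2033 (SD, n = 3) per wt1b list. This was a 1.93-fold difference, with the lowest control list (7345 peaks) close to the highest wt1b list (7035 peaks; exact permutation p = 0.1). Within their own group longer lists offer more overlap partners, whereas over both groups each wt1b list has all 3 control lists as partners. By random rotation, 3.30% to 3.98% of control peaks and 4.71% to 4.96% of wt1b peaks overlapped another library. These counts are therefore not independent of list length. With the overlap given by random rotation removed, the counts of the groups interleaved, at 6575 in control replicate 1 and 6923 in wt1b replicate 1.

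**Figure D1:**
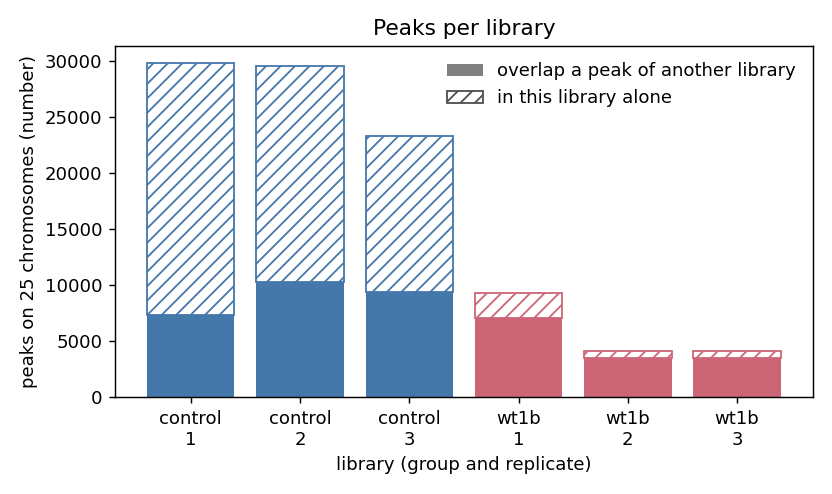
Number of peaks on the 25 chromosomes in each library (y axis), with 1 bar per library; the filled part counts peaks that overlapped a peak of another library and the hatched part peaks seen in that library alone. The 3 control lists reach 23334 to 29887 peaks and are mostly hatched, while the wt1b lists reach 4091 to 9310 peaks and are mostly filled.

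The wt1b peaks lay largely within the control peak sets. Of the peaks of wt1b replicate 1, 73.8% (95% interval 72.9% to 74.7%) overlapped a peak of at least 1 control library. The shares were 82.3% (81.1% to 83.4%) in replicate 2 and 83.8% (82.7% to 85.0%) in replicate 3, with a mean of 80.0% ± 5.39 (SD, n = 3). Random rotation of the peaks along the chromosomes gave 4.61%, 4.55% and 4.80% in replicates 1, 2 and 3. In the reverse direction, 15.2%, 22.1% and 25.7% of the peaks of control replicates 1, 2 and 3 overlapped a wt1b peak, a mean of 21.0% ± 5.35 (SD, n = 3), against 0.772% to 0.852% after rotation. Requiring that the overlap span 50% of both peaks lowered the first mean to 65.2% and the second to 16.0%. Without wt1b replicate 1, the longest wt1b list, the second mean fell to 13.7%.

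Overlap depended on peak strength, measured as score times width. Each list was divided into 10 classes of equal size by strength. In the strongest class of the control lists, 63.1% of the peaks on average were found in another full control list and 48.5% in a full wt1b list. In class 2, the weakest but for class 1, the averages were 8.73% and 3.43%. In the strongest class of the wt1b lists, 92.5% of the peaks on average were found in a full control list. Class 1, which takes in narrow peaks at the score limit whose true strength was not recorded, showed higher overlap than class 2, for example 16.9% against 8.73% for control peaks in control lists. Of the 1000 strongest peaks of each wt1b list by this measure, 15, 24 and 23 overlapped no peak of any control library, in replicates 1, 2 and 3. The 1000 strongest peaks of control replicates 1, 2 and 3 included 300, 147 and 126 that overlapped no wt1b peak. These counts are not comparable between groups, since wt1b peaks were searched for in the far longer control lists and control peaks in the shorter wt1b lists.

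**Figure D2:**
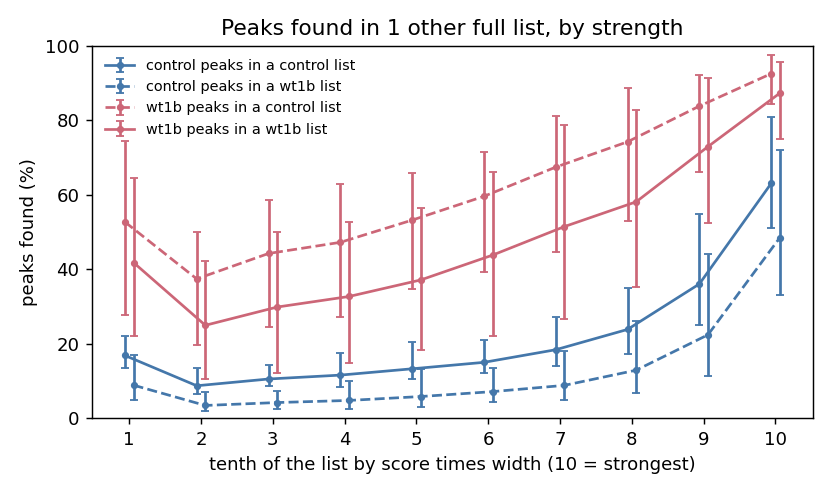
Percent of peaks found in 1 other full list (y axis) by class of strength, 10 classes of equal size in order of score times width (x axis, 10 = strongest). Points are means over pairs of libraries and bars span the lowest and highest pair; blue marks control peaks and red wt1b peaks, with solid lines for lists of the same group and dashed lines for lists of the other group. The mean overlap rises from class 2 to class 10 in all 4 kinds of pair, to 63.1% of control peaks in control lists and 92.5% of wt1b peaks in control lists.

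Lists were then compared at an equal size of 4091 peaks, the strongest of each library by score and then width. In the control lists all of these were at the score limit. The mean Jaccard index was 0.205 for the 3 pairs of control libraries (range 0.174 to 0.257), 0.273 for the 3 pairs of wt1b libraries (0.257 to 0.284) and 0.228 for the 9 pairs across groups (0.174 to 0.296). The mean within groups exceeded the mean between groups by 0.011. Of the 10 splits of the libraries, 2 gave a difference at least as large (exact one-sided permutation p = 0.2, smallest possible 0.1), so by this ranking the grouping was not distinguishable from other splits. The exact permutation p was 0.1, the smallest possible, at equal size with reciprocal overlap of 50%, with ranking by score times width, with ties or peaks in random order, and without control replicate 2 or 3. Random order of ties or peaks thins the control lists more, so those values depend on list length too. The difference reversed to -0.012 when wt1b replicate 2 or wt1b replicate 3 was left out. Without wt1b replicate 1 the difference was 0.0054 (p = 0.5, exact permutation). The mean within groups counts every pair alike. Leaving out a wt1b library therefore sets the 3 control pairs, whose mean index was lower, against a single wt1b pair. Leaving out a control library does the opposite. The shifts in these fits thus partly reflect the number of pairs per group. With full lists the difference was 0.064, but list length limits the index there, and the mean within control (0.098) was no higher than that between groups (0.099).

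Control replicate 1 stood apart from all other libraries at equal list size. On average 31.1% of its peaks were found in another list, against 40.5% for control replicate 2, 40.5% for control replicate 3 and 43.2% to 45.4% for the wt1b libraries. Control replicates 2 and 3 shared 43.6% to 44.0% of their peaks with each other. Of their peaks, 40.0% to 46.2% were found in the wt1b lists and 30.4% to 31.4% in that of control replicate 1. The 1000 highest-ranked peaks of control replicate 3 were found in the equal-size list of control replicate 2 at 70.8% and in the equal-size wt1b lists at 67.9% to 70.6%. For control replicate 2 these shares were 66.3% in control replicate 3 and 65.7% to 68.3% in the wt1b lists. For control replicate 1 they were 60.2% to 62.9% in the control lists and 60.8% to 62.9% in the wt1b lists. Apart from the lower overlap with control replicate 1 (50.3% and 52.7%), the highest-ranked control peaks were thus found in wt1b lists about as often as in another control list.

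**Figure D3:**
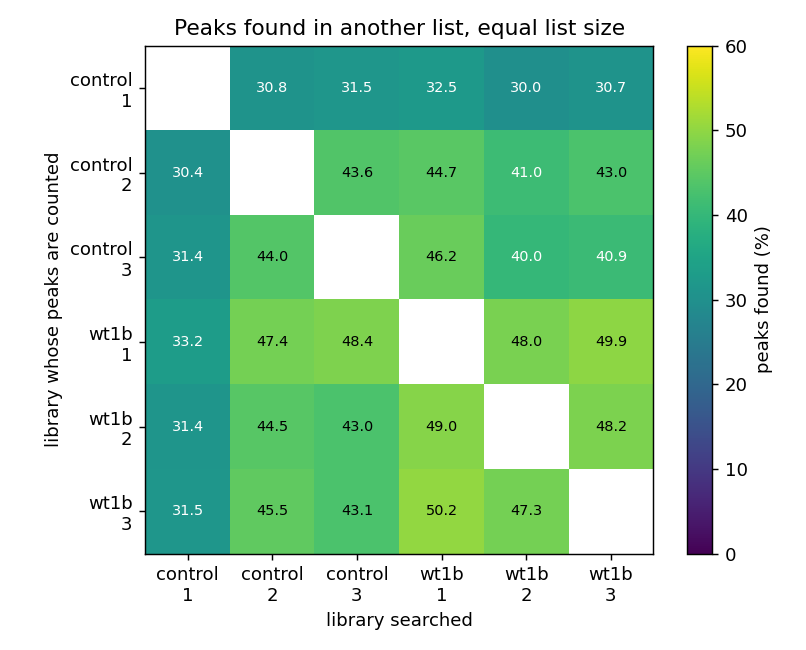
Percent of the 4091 strongest peaks of each library (rows) that overlapped a peak in the equal-size list of another library (columns), on a linear colour scale. The row and column of control replicate 1 are the lowest, at 30.0% to 33.2%. The pairs of wt1b libraries lie at 47.3% to 50.2%, a range that 2 values of wt1b replicate 1 in control lists, 47.4% and 48.4%, also reach.

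Over the full lists, the peaks merged into 71293 regions, of which 82.9% were called in a single library and 1287 in all 6. In all 3 control libraries and no wt1b library, 588 regions were called, and 8 regions were called in all 3 wt1b libraries and no control library. Another set of 3 libraries had more private regions than the control set: control replicates 2 and 3 with wt1b replicate 1 had 691. At equal list size, 12576 regions were formed, of which 651 were called in all 6 libraries. Here 47 regions were called in all control libraries alone and 120 in all wt1b libraries alone. Of the 20 possible sets of 3 libraries, the wt1b set had the most private regions, followed by the 100 regions of control replicates 2 and 3 with wt1b replicate 1. The control set ranked lower, with 9 of the 20 sets, itself included, having at least as many. Breaking ties at the score limit in random order changed the counts to 28.4 control-only and 229 wt1b-only regions. Apart from the omission of libraries, drawing peaks at random, which favours the shorter lists, moved them most, to 3.66 and 473.

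**Figure D4:**
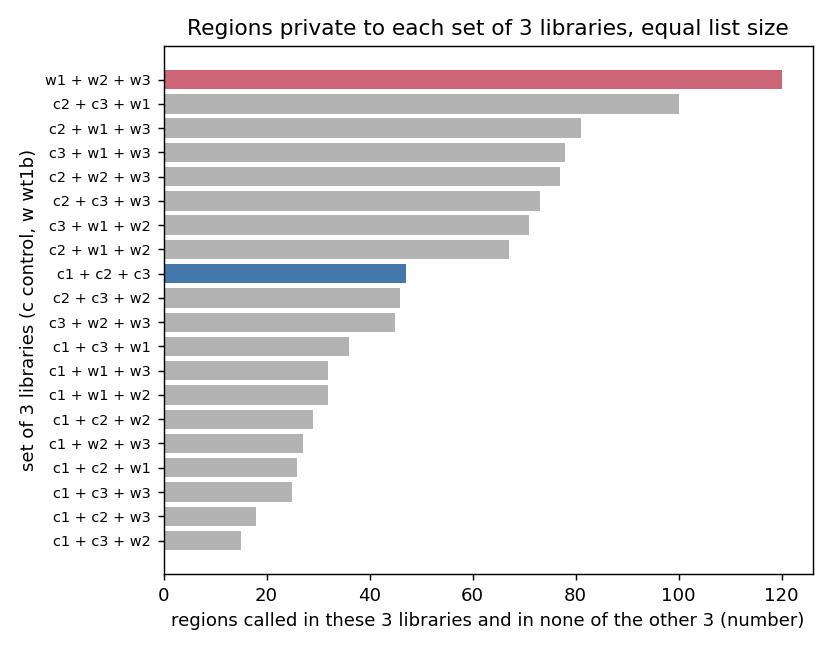
Number of regions called in all libraries of a set of 3 and in none of the other 3 (x axis), for the 20 sets of 3 libraries (y axis; c, control; w, wt1b), from the equal-size lists. The wt1b set (red) has 120 regions, the most of the 20, and the control set (blue) has 47.

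Most of these 120 regions did not lack control peaks. In the full lists, 117 of them (97.5%, 95% interval 92.9% to 99.5%) overlapped a peak of at least 1 control library, and 40 overlapped a peak of all 3. These regions were within the strongest 4091 peaks of every wt1b list and, where called in control lists, outside the strongest 4091 there. Of the 47 control-only regions, 31 (66.0%, 50.7% to 79.1%) overlapped a peak in a full wt1b list, in each case of a single library. These shares are not comparable, since the full lists of wt1b replicates 2 and 3 hold few or no peaks beyond the 4091 kept, while the control lists hold many.

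The 5 best-ranked control-only regions of the equal-size lists were on chromosome 21 from 3470444 to 3471480, chromosome 15 from 1397329 to 1398230, chromosome 23 from 29119230 to 29120206, chromosome 5 from 6817937 to 6818844 and chromosome 9 from 20553982 to 20554722. Their mean rank in the control lists ran from 428 to 986, and each overlapped a peak in 1 full wt1b list. The rank at the score limit rests on width. The 5 best-ranked wt1b-only regions were on chromosome 4 from 68105050 to 68106132, chromosome 8 from 34570405 to 34571185, chromosome 4 from 77555374 to 77556739, chromosome 14 from 41468773 to 41469575 and chromosome 20 from 52773941 to 52774493. Their mean rank in the wt1b lists ran from 237 to 937. The region on chromosome 8 had no peak in any control list, while the other 4 each overlapped a peak in 2 or 3 full control lists. It lay in a 440 kb interval that held 3 of the 10 windows of 20 kb where wt1b coverage most exceeded control coverage. The region itself lies in 1 of these windows, and the interval was bounded by them, so they are not independent support for it. The genes at these positions were not analysed here.

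The distribution of peaks over chromosomes was compared as the percentage of each list. In the full lists, the control and wt1b libraries did not overlap on 8 of 25 chromosomes (32%), where chance gives 10%. At equal list size this held for 2 of 25 chromosomes (8%). Those were chromosome 8, with 4.46% ± 0.0282 (SD, n = 3) of control and 4.93% ± 0.395 (SD, n = 3) of wt1b peaks, and chromosome 16, with 4.53% ± 0.147 (SD, n = 3) and 5.00% ± 0.147 (SD, n = 3). After Benjamini-Hochberg adjustment over 25 exact permutation tests, the smallest p was 0.312 in the full lists and 0.833 at equal size. With 3 libraries per group, no chromosome could have passed 0.05.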

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

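In wt1b replicates 2 and 3, 2.14% and 2.32% of all peaks lay on unplaced scaffolds, which the comparisons leave out, above the 1.57% to 1.69% of the control lists. The share in wt1b replicate 1 was below that range. The mean was 1.62% ± 0.0664 (SD, n = 3) in control and 1.99% ± 0.428 (SD, n = 3) in wt1b libraries, with overlapping ranges. With so few libraries the test cannot decide whether the groups differ (exact two-sided permutation p = 0.4, smallest possible 0.1). Scaffolds often hold collapsed repeats that give strong peaks, and a short list keeps strong peaks. The test of this explanation was written before its result was seen. In lists reduced to the strongest 4188 peaks over all sequences, the control lists had a mean of 2.26% scaffold peaks, ranging from 1.89% to 2.72%, which encloses the values of wt1b replicates 2 and 3 (2.15% and 2.32% at this size). wt1b replicate 1 had 1.74% at this size, below all 3 control lists, so list length does not set the share alone. In every library, scaffold peaks were at the score limit more often than chromosomal peaks, for example 53.3% against 36.0% in wt1b replicate 2. The higher share in replicates 2 and 3 is consistent with the shortness of these lists as a part of the cause, although the control mean of 2.26% lay between the wt1b values and 1 of the 3 control lists stayed below both. A biological difference between the lines in these sequences was not tested.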

How the results depend on the processing

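The numbers of peaks, the covered length and the median width were recomputed under 9 alternatives each. The first 2 kept their direction in all of them. The alternatives by rank of score times width, by random ties and by similarity on full lists, and those of the comparisons of 2 with 2 libraries, were chosen after the data were seen. Without control replicate 2, the median width difference reversed, within a range of -9 to 37 bp over the 6 fits that each left out a library. The stronger 50% of each list moved it most, from 13.7 to 47 bp (exact permutation p = 0.2). In none could a p-value fall under 0.05, so these tests say nothing about stability. The replicate number as a block gave a paired difference of -21753 peaks (exact sign-flip p = 0.25, the smallest possible) and changed no call. The numbers do not appear to pair the libraries: over regions of the equal-size lists, the correlations of same-numbered libraries' deviations from their group means were -0.023, -0.0011 and -0.025.

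Counts of group-specific regions depended on the list. Over the 6 fits that each left out a library, the control-only count ranged from 657 to 2376 in full lists and from 62 to 215 at equal size. The wt1b-only count ranged from 20 to 82 and from 166 to 276. Fewer libraries must meet the criterion in these fits, which raises the counts. The highest control-only counts, 2376 and 215, were those without control replicate 1. There the order at equal size turned: 215 control-only against 166 wt1b-only regions, the first set needing 2 libraries and the second 3. Peak centres extended to 200 bp gave 14 wt1b-only regions in full lists. At equal size, lists of 2045 peaks gave 29 control-only and 61 wt1b-only regions, and the stronger 50% of each list is the same selection with the same 29 and 61. Peaks drawn at random gave 3.66 and 473. Random order of ties gave 28.4 and 229. In these alternatives the wt1b-only count stayed the higher at equal size, and in full lists the control-only count did.

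The similarity within groups exceeded that between groups in 12 of 14 alternatives. The exact permutation p was 0.2 as reported and 0.1, the smallest possible, with reciprocal overlap, ranking by score times width, random ties, random draws, full lists, and without control replicate 2 or 3. It was 0.2 with all sequences, with lists of 2045 peaks, with the stronger 50% of each list and without control replicate 1, and 0.5 without wt1b replicate 1, where the difference was 0.0054. In full lists the index is limited by list length, so that value does not bear on the grouping. Random draws and random ties thin the control lists more, so their values (0.056 and 0.029) are not free of list length either. The difference reversed without wt1b replicate 2 or replicate 3 (p = 0.7 in both, exact permutation), within a range of -0.012 to 0.033 over the fits that left out a library. All pairs within groups weigh alike, so each of these fits gives the group left whole more weight. This range therefore partly reflects the number of pairs per group, not only the library left out. The mean share of wt1b peaks found in control lists was 90.4% in the stronger 50% of each list, 65.2% with reciprocal overlap, and from 72.2% to 83.1% when a library was left out. The reverse share ranged from 13.7% to 23.9%, lowest without wt1b replicate 1. Of the 103 alternatives in all, 33 moved a value beyond its limit and 3 reversed one. The cause of the other shifts was not tested. Ranking by fold enrichment and a q-value threshold were not run because the lists used here held neither value, and neither were the alternatives of the results that needed a genome.

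The unknown depth limits every statement on regions missing from a wt1b list, which may be below the calling threshold there: leaving out the longest wt1b list alone raised the full-list control-only count from 588 to 1221, against 678 and 657 without wt1b replicate 2 or 3.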

Other observations

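The tests on the loss of strong regions, on calls seen in 1 library alone, on the splits of the libraries, on the role of control replicate 1, on offsets of its coordinates, on the exchange of labels and on the chance placement of windows were chosen after the values were seen. The other tests were written before their results were seen.

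The wt1b lists were 4.72-fold shorter than the control lists. At equal list size, control peaks were found in wt1b lists 3.48 percentage points more often than in another control list, and a difference of -1.19 points was found when control replicate 1 was left out, which is within the spread of those pairs. Ranked by score times width these differences were 4.66 and 0.346 points, and with ties in random order 9.83 and 8.74 points, where the control lists are thinned more because more of their peaks are at the limit. These lists compare ranks, so a loss shared by all strong regions would leave them as they are. In the full lists, 63.1% of the strongest class of control peaks were found in another control list and 48.5% in a wt1b list, a difference that the shorter wt1b lists would also give. A broad loss among the strongest control regions therefore cannot be told apart from its absence. Calls seen in 1 library alone stay open as the whole cause. Calls shared with another library beyond chance were 1.81-fold more numerous in control lists on average. The groups interleaved, however, with 6575 in control replicate 1 and 6923 in wt1b replicate 1. Each wt1b list has all 3 control lists among its partners, so the length of the partners favours the wt1b lists here. By random rotation, 4.71% to 4.96% of wt1b peaks overlapped another library, against 3.30% to 3.98% of control peaks. What also stays open is a lower depth, cell number or signal over background in the wt1b libraries, and a drop in accessibility, whether uniform, at strong regions or at weaker ones. The lists hold no read counts that would separate these.

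For the group-specific regions of the full lists, 2 of the 10 splits of the 6 libraries gave as many regions, counted in both directions, as the real split with 596. The other split, with 699, set control replicates 2 and 3 with wt1b replicate 1, that is, 3 of the 4 longest lists. At equal list size, 1 of the 10 splits gave as many as the real split with 167, namely the real split itself. Since 10 splits cannot give a share under 0.1, the equal-size result cannot be told apart from a chance division of the libraries.

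A lower rank in the longer control lists can account for a part of the 120 wt1b-only regions at equal size. A peak in at least 1 full control list was found for 97.5% of them, but only 40 had one in all 3. Another 54 had a peak in 2 full control lists, 23 in 1 and 3 in none. Where a full control list held no peak, a lower rank within that list was not observed. The excess of wt1b-only regions over the 47 control-only regions was larger where control replicate 1 took part. In comparisons of 2 control with 2 wt1b libraries, the ratio of wt1b-only to control-only regions was 2.11 to 2.73 in the 6 comparisons that held control replicate 1 and 1.01 to 1.27 in the 3 that did not. Ranked by score times width, the ratios were 2.31 to 3.32 and 1.21 to 1.51. For these rankings, which order peaks at the score limit by width, a candidate explanation for most of the excess is the low overlap of that library with all others at equal list size. With ties in random order the ratios were 3.51 to 5.78 with control replicate 1 and still 2.37 to 2.77 without it, so there its part in the excess cannot be told apart from that of the random choice, which thins the control lists more.

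At equal list size, control replicate 1 was the library with which each of the other libraries shared the lowest percentage of its peaks. A single shift of all its coordinates within 10 kb is argued against: no shift, tried every 50 bp, brought the mean share of its peaks found in the other lists above 31.2%, against 31.1% without a shift and at least 40.5% for the other libraries. Separate shifts of whole chromosomes within 10 kb are argued against too, since the share reached 31.3% with each chromosome moved by its own best shift. A shift in parts of chromosomes was not tested. An exchange of labels with wt1b replicate 1 cannot be told apart from correct labels. With control replicate 1 left out, the peaks of wt1b replicate 1 were found in control replicates 2 and 3 at 47.9% on average and in the other wt1b libraries at 48.9%, a difference of -1.05 points with overlapping ranges, and its mean Jaccard index was higher with these control lists (0.288) than with the wt1b lists (0.281). For wt1b replicates 2 and 3 the differences were -4.85 and -4.52 points. The split of the libraries that such an exchange would make had a similarity of 0.012 at equal size, against 0.011 for the real split, and 699 against 596 group-specific regions in full lists. It had fewer group-specific regions at equal size, 127 against 167, and a lower similarity in full lists, 0.018 against 0.064. An exchange alone would not give low overlap with libraries of both groups, since control replicate 1 was found in wt1b replicates 2 and 3 at 30.0% and 30.7% and in control replicates 2 and 3 at 30.8% and 31.5%. A lower signal over background, a different mix of sorted cells and a swap with a sample outside the series stay open. No biological explanation was tested.

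A part of chromosome 8 held several places where all wt1b libraries had more peak coverage than any control library, although the control lists were far longer. In windows of 20 kb, the covered share was above every control library in all wt1b libraries in 33 windows. The control set had 2668 such windows. Of the 10 windows with the widest gap for wt1b, 3 lay between 34560001 and 35000000 on chromosome 8, in places 1, 2 and 4 of the order. In the top window, from 34980001 to 35000000, wt1b peaks covered 10.5% to 11.8% and control peaks 2.48% to 6.03%. The interval held 2 of the 8 regions called in all wt1b and no control libraries of the full lists, from 34570405 to 34571185 and from 34985292 to 34986266, and 1 of the 588 control-only regions. The latter was chosen for mention after its values were seen. The interval was bounded by its leading windows and the 2 wt1b-only regions lie in 2 of them, so the regions are not evidence separate from the windows. Pairs of leading windows within 500 kb numbered 3 for the wt1b set and at most 1 for the other 19 sets of 3 libraries. The widest gap did not set the wt1b set apart, at 4.47 points against 2.045 to 10.46 points in the other 19 sets. In a permutation of window positions among windows with a wt1b peak, none of 10000 placements had as many close pairs (permutation p = 0.0001, the smallest these placements can give). This argues against independent and uniform placement of windows only. It measures neither clustering of peaks along chromosomes nor the variation between libraries, and the pattern was found in the same data. The interval also held 3 of the leading 10 windows at 10 kb and at 50 kb, and in 4 of the 6 comparisons without a library. Without control replicate 3 or wt1b replicate 3 it held 2, with 1 close pair. Extra copies of the whole interval in the wt1b line could widen all its peaks. The 7 regions of the interval called in all 6 libraries had a median log2 width ratio of wt1b to control 0.19 lower than elsewhere (-0.19, at the 13.5th percentile of random sets of 7 regions), which lies within the spread, so this explanation cannot be told apart from its absence with so few regions. Whether the interval responds to wt1b, lies near a transgene insertion or carries a linked haplotype of the line may be worth a closer look with the reads.

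The 20 kb window with the highest coverage in its lowest library was near this interval. From 35040001 to 35060000 on chromosome 8, peaks covered 38.2% to 57.5% of the window in all 6 libraries, where the window with the next highest value, on chromosome 16 from 25920001 to 25940000, had 27.1% to 35.4%.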
